# Transcriptional Repressor Tbx3 Is Required for the Hormone-Sensing Cell Lineage in Mammary Epithelium

**DOI:** 10.1371/journal.pone.0110191

**Published:** 2014-10-24

**Authors:** Kamini Kunasegaran, Victor Ho, Ted H-. T. Chang, Duvini De Silva, Martijn L. Bakker, Vincent M. Christoffels, Alexandra M. Pietersen

## Abstract

The transcriptional repressor Tbx3 is involved in lineage specification in several tissues during embryonic development. Germ-line mutations in the Tbx3 gene give rise to Ulnar-Mammary Syndrome (comprising reduced breast development) and Tbx3 is required for mammary epithelial cell identity in the embryo. Notably Tbx3 has been implicated in breast cancer, which develops in adult mammary epithelium, but the role of Tbx3 in distinct cell types of the adult mammary gland has not yet been characterized. Using a fluorescent reporter knock-in mouse, we show that in adult virgin mice Tbx3 is highly expressed in luminal cells that express hormone receptors, and not in luminal cells of the alveolar lineage (cells primed for milk production). Flow cytometry identified Tbx3 expression already in progenitor cells of the hormone-sensing lineage and co-immunofluorescence confirmed a strict correlation between estrogen receptor (ER) and Tbx3 expression in situ. Using in vivo reconstitution assays we demonstrate that Tbx3 is functionally relevant for this lineage because knockdown of Tbx3 in primary mammary epithelial cells prevented the formation of ER+ cells, but not luminal ER- or basal cells. Interestingly, genes that are repressed by Tbx3 in other cell types, such as E-cadherin, are not repressed in hormone-sensing cells, highlighting that transcriptional targets of Tbx3 are cell type specific. In summary, we provide the first analysis of Tbx3 expression in the adult mammary gland at a single cell level and show that Tbx3 is important for the generation of hormone-sensing cells.

## Introduction

Tbx3 is a transcriptional repressor with an important role in embryonic development of the mammary gland and a high expression in certain breast cancers, but its role in the different cell types of adult mammary epithelium has yet to be explored [1]. Mammary gland development starts in the embryo, but the largest part occurs postnatally. During murine embryogenesis, an ectodermal mammary placode is induced which develops into a rudimentary epithelial tree [2]. During puberty, under the influence of steroid hormones, the epithelial ducts start to elongate and bifurcate to fill the mammary fat pad [3]. In the adult, morphogenesis of the mammary gland continues as it is subject to further branching and the development of lobular structures with alveoli (milk-producing units) during pregnancy, culminating in lactation, followed by regression and remodelling to a virgin-like state after weaning. At a smaller scale, there is even some alveologenesis and regression under the influence of hormonal fluctuations during the estrus cycle [3].

Milk ducts in the adult virgin are bi-layered with a luminal layer that consists of hormone-sensing cells and cells primed for milk production (alveolar progenitor cells) and an outer basal layer that contains mostly contractile myoepithelial cells, but also rare mammary epithelial stem cells [4]. Both these multipotent stem cells as well as lineage-restricted populations contribute to epithelial renewal and alveologenesis [5]–[7]. In transplantation assays, a progenitor that gives rise to all cells types of an alveolus can be detected [8], but recent data by several groups [7], [9], [10] highlights that in intact mammary glands alveoli are commonly formed by collaborative outgrowth of cells from at least 3 distinct lineages. This includes cells from the basal lineage, the luminal estrogen receptor-negative (ER-) alveolar lineage and the luminal ER+ hormone-sensing lineage [10]. The latter was unexpected, since hormone-sensing cells have been considered mature, or terminally differentiated cells. However several reports have shown that hormone-sensing cells actively proliferate in vivo in early pregnancy [11], [12]. In addition, ER+ progenitor cells have recently been identified by cell surface markers and in vitro colony forming potential [13], [14], indicating that it is indeed a separate lineage. The regulation of the hormone-sensing lineage is particularly interesting because the majority of breast cancers express the estrogen receptor [15], [16].

Here, we analyzed the role of Tbx3 in the lineage hierarchy of the adult mammary gland. Tbx3 is one of the earliest markers of mammary epithelial cells in embryonic development, and in the absence of Tbx3 embryonic mammary placodes fail to form [17]. In Tbx3-heterozygote mice, reduced expression of Tbx3 is sufficient to allow normal mammary gland development [17], although a later study showed that in thoracic mammary glands epithelial trees occasionally did not form and fewer branches were observed in the adult glands [18]. In humans, hypomorphic germline mutations in the Tbx3 gene are the cause of Ulnar-Mammary Syndrome [19] in which reduced activity of Tbx3 results in reduced breast development, in addition to other developmental defects [20]. Thus, even though there appear to be differential quantitative requirements for Tbx3, Tbx3 plays an important role in early mammary gland development across species. Tbx3 is also involved in the embryonic development of numerous other tissues, including limbs, heart and liver [21], [22].

Tbx3 is likely to play a role in adult tissues as well, because Tbx3 has been implicated as an oncogene [23], [24] and was found overexpressed in cell lines from several cancer types, including melanoma and hepatoma [24], [25]. In breast cancer, high nuclear and cytoplasmic expression of Tbx3 was found in a subset of cells in primary tumors [26] and high transcriptional Tbx3 levels in human breast tumors correlated strongly with ER expression [27]. Here, we investigated the expression of Tbx3 in the different mammary epithelial cell types in the adult mammary gland.

## Materials and Methods

### Ethics statement

Mice used in this study were maintained under protocols which were approved by the legal authority of the Singhealth Institutional Animal Care and Use Committee, Singapore. All procedures were in accordance with its guidelines. Non-terminal procedures were performed under anesthesia, and all efforts were made to minimize suffering of the animals. Anesthesia (Hypnorm:Midazolam:Water  =  1∶1∶2) was administered at 7 ml/kg and analgesia (Meloxicam) was administered at 0.2 mg/kg. Further analgesia (Meloxicam) was added to the drinking water for 2–3 days after surgery (∼0.2 mg/kg). Animals were euthanized by carbon dioxide inhalation followed by cervical dislocation. All efforts were taken to prevent animal suffering.

### Mice

Tbx3^tm1(Venus)Vmc^ (synonym: Tbx3^Venus^) mice were generated by inserting the Venus coding and transcription termination/pA sequences into the start codon of Tbx3. This places Venus under control of the endogenous Tbx3 locus and prevents expression of Tbx3 itself. A detailed description of the generation of these knock-in mice is in preparation and will be described elsewhere (MLB and VMC). Heterozygous Tbx3^+/Venus^ mice were maintained on an FVB background. Mice were euthanized by carbon dioxide inhalation and immediately dissected for thoracic (MG3), abdominal (MG4 & 5) mammary glands. Animal care and protocols were in accordance with national and institutional guidelines.

### Cell labeling, flow cytometric analysis & fluorescence-activated cell sorting (FACS)

Abdominal glands were pooled and processed for single mammary epithelial cell (MEC) isolation for FACS analysis as previously described [28]. Fluorochrome-conjugated antibodies were titrated on primary mammary epithelial cells to ensure maximal positive signal:background fluorescence ratio. Anti-mouse &/or anti-rat compensation beads (BD 552843 and 552845, respectively) were used for single stain antibody controls. Compensation controls also included two cellular samples: unstained cells and cells stained with DAPI (Sigma D8417, USA). Cells were incubated with antibodies on ice for 45 minutes with agitation every 15 minutes. Samples were then washed with twice the sample volume and resuspended in L15 (Gibco-Life Technologies, USA) with 6% FCS (Hyclone, USA) and 200 ng/mL of DAPI, except non-DAPI compensation controls. All multiple-labelled samples were gated on FSC-A vs. SSC-A and doublet discrimination (FSC-H vs. FSC-W & SSC-H vs. SSC-W) and DAPI negativity. Samples contained anti-CD45 to exclude lymphocytes from analysis. Cells were analyzed and sorted on a BD FACS-Aria II containing 355 nm UV, 488 nm blue, 561 nm yellow-green and 633 nm red lasers. Specific antibodies used and gating strategy are detailed in File S1.

### Synthesis of cDNA & qPCR analysis

For analysis of transcript levels by qPCR in FACS sorted populations, cells were sorted directly into lysis buffer (10 IU RNase inhibitor (Invitrogen, USA), 2 mM DTT, 0.15% Tween-20 (Biorad, USA) in 12 µL of nuclease-free water) in PCR tubes using a Direct Reverse Transcription method as described [29]. Five-hundred cells were sorted into each tube and Reverse transcription (RT) was performed using Superscript VILO (Invitrogen, USA) as per manufacturers protocol. Primers were designed that span introns to exclude the detection of genomic DNA and selected for optimum melt curve and amplification profiles (for primer sequences, see File S2). qPCR was performed using Sso Fast Evagreen supermix reagent (Biorad #172–500) as per manufacturers protocol.

For microarray analysis, MECs from 3 Tbx3^+/Venus^ adult virgin mice were pooled and 200,000 luminal Venus^High^ and luminal Venus^Low^ cells were sorted into L15 medium with 6% FCS. After centrifugation, cell pellets were lysed in Trizol and total RNA was isolated according to manufacturers protocol. Biotinylated cRNA was prepared from 250 ng of total RNA with the GeneChip 3′ IVT Express Kit according to the manufacturers protocol (Affymetrix 2008). Following fragmentation, 12.5 ug of cRNA was hybridized on a GeneChip Mouse Genome 430 2.0 Array for 16 hours at 45 C. The GeneChip was washed and stained in the GeneChip Fluidics Station 450 (Affymetrix) and scanned using the GeneChip Scanner 3000 7 G (Affymetrix). A log 2 base transformation was applied before the data was normalized. Normalization and centering of all genes for each sample was performed by BRB Array software. The data is deposited as GEO series GSE58327.

### Indirect immunofluorescence

Thoracic mammary glands were fixed for 24 hours in 4% paraformaldehyde and embedded in paraffin wax. Paraffin sections of 5 µm were prepared and subjected to 1 mM disodium-EDTA antigen retrieval as described previously [28]. Primary antibodies used for immunofluorescence are the following: Cytokeratin 8 (Developmental Studies Hybridoma Bank TROMA-I, rat, 1∶100), Estrogen receptor (Novocastra NCL-ER-6F11, mouse, 1∶100), E-Cadherin (BD Biosciences 610181, mouse, 1∶250), Progesterone receptor (Abnova MAB9785, rabbit, 1∶400), Smooth muscle actin (Sigma A2547, mouse, 1∶1000), Tbx3 (Invitrogen 424800, rabbit, 1∶100), turboGFP (Pierce Antibodies PA522688, rabbit, 1∶400), turboGFP (OriGene TA150041, mouse 1∶250). Secondary antibodies used at 1∶400 dilution are from Invitrogen: Alexa488-coupled goat anti-mouse (A11029), Alexa488-coupled goat anti-rabbit (A11034), Alexa568-coupled goat anti-mouse (A11031) and Alexa568-coupled goat anti-rabbit (A11036). Additionally, CF633nm-coupled donkey anti-rat (Biotium 20137-1) was used at 1∶400 dilution. Images were acquired on a Zeiss LSM-710 confocal microscope with a pinhole aperture of 1 Airy unit.

### Colony forming assays

For analysis of colony forming potential, a pool of 4–6 Tbx3^+/Venus^ mice between the age of 10 to 16 weeks were used. One thousand sorted cells were seeded into 22.1 mm (12-well) plate with 0.75−1×10^6^ NIH-3T3 feeder cells that had been treated with mytomycin C (10 ug/ml) (Sigma, M4287). Colonies were cultured for 5–6 days in MEC medium, consisting of DMEM:F12 medium (Invitrogen, 11320033) supplemented with Penicillin Streptomycin (Gibco, 15140), 6% FCS (Hyclone, SV30160.03), 5 ng/ml cholera toxin (Sigma, 8052), 5 ug/ml Insulin (Sigma, 16634) and 10 ng/ml EGF (Sigma, E4127). At the end of the assay colonies were fixed in 4% paraformaldehyde and stained with 1 mg/ml crystal violet (Sigma, C3886) in 50% dH_2_0: 50% methanol. Images were acquired on a Olympus IX71 inverted microscope.

### Lentiviral vector construct & production

Several short hairpins against murine Tbx3 were cloned into a MSCV-blast vector using a miR30 backbone and tested for knock down efficiency in HC11 cells. The two best shRNAs (see File S2) were digested with SalI and MluI and ligated into the GIPZ cloning vector (Trans-Lentiviral Packaging kit TLP4616, Thermo Scientific Open Biosystems) digested with XhoI and MluI (New England Biolabs). Lentiviral particles were produced by co-transfecting 32 ug of GIPZ plasmid (non-silencing or with a shRNA against Tbx3), 10 ug of pSuper-Drosha (to reduce processing of the RNA during packaging) and 30 ug packaging plasmids (TLP mix) into HEK293T (HCL4517, Thermo Scientific Open Biosystems) using the calcium phosphate method according to the manufacturers' protocol.

### Transplantation

Abdominal mammary glands were harvested from 5 wildtype FVB (experiment 1) and 4 KI (Tbx3^+/Venus^) donor mice (experiment 2). The mammary glands were digested to single cells and plated at 5×10^5^ cells/well in a 6-well plate. Cells were adhered overnight in 3% oxygen and the next day cells were subjected to spin transduction. Viral supernatant was diluted in MEC medium at a 2∶1 ratio, added to the cells at 1.5 ml/well and spun at 2000 rpm for 30 minutes at 32°C. After centrifugation, the cells were returned to the incubator (5% CO2 and 3% O2). The next morning, cells were washed thrice with PBS and trypsinized, spun and re-suspended in 10–20 µl MEC medium. Cells from one well were injected into cleared MG4 fat pads of 21-day old matched recipient mice and allowed to engraft for 10 weeks [30]. Glands were then harvested, fixed in methacarn (60% methanol, 30% chloroform, 10% acetic acid) or 4% paraformaldehyde for 24 hours and embedded in paraffin.

## Results

### Tbx3 is differentially expressed in mammary epithelial cellular subsets

To investigate Tbx3 expression in the different mammary epithelial cell (MEC) types, we made use of a reporter mouse strain in which one of the Tbx3 alleles had been replaced with the gene for Venus, a variant of yellow fluorescent protein (Tbx3^+/Venus^, also referred to as knock-in (KI) mice). We isolated primary MECs from Tbx3 wildtype and KI females and analyzed them by flow cytometry. After excluding dead cells, lymphocytes and stromal cells (see gating strategy in File S1), the epithelial cells segregated in three distinct peaks based on Venus signal intensity (Figure 1A). Venus expression accurately reflected Tbx3 transcription in the three different peaks, with the highest Tbx3 mRNA levels in the cells with the highest Venus fluorescence (Figure 1B).

**Figure 1:**
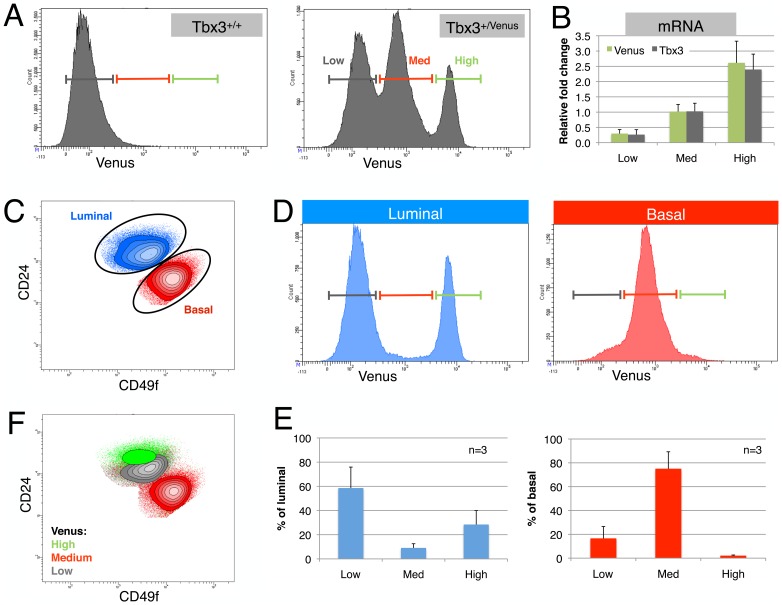
Fluorescent reporter reveals distinct Tbx3 expression in mammary epithelial cell subsets. (A) Epithelial cells isolated from mammary glands of wildtype (Tbx3^+/+^) or knock-in (Tbx3^+/Venus^) mice show three peaks with different levels of Venus expression (Low, Medium and High). (B) Mammary epithelial cells (MECs) from 3 independent Tbx3^+/Venus^ animals were sorted according to Venus signal intensity. qPCR on 500 directly lysed cells shows that both Venus and Tbx3 mRNA correlates tightly with Venus fluorescence intensity. (C) MECs were labeled with fluorescent antibodies against CD24 and α6-integrin (CD49f) to distinguish the luminal (blue) and basal (red) cell populations. (D) When plotted separately, luminal cells from Tbx3^+/Venus^ mammary glands show two main populations; Venus^Low^ (cells with low Tbx3 expression) and Venus^High^ (cells with high Tbx3 expression). Basal cells express intermediate level of Venus (and Tbx3). (E) Quantification of the percentage of Venus-Low, -Medium and -High cells in the luminal and in the basal population of Tbx3^+/Venus^ epithelium. Data are presented as mean ± SD of three individual adult virgin Tbx3^+/Venus^ animals. (F) Populations gated based on Tbx3 expression (Venus-Low, -Medium and -High) plotted on a CD24/CD49f contour plot.

To identify the cell type with high Tbx3 expression, we separated MECs into cells of the luminal layer (CD24^hi^CD49f^lo^, blue) and basal layer (CD24^l^°CD49f^hi^, red, Figure 1C). When the luminal and basal cellular subsets are plotted separately, it is apparent that the peak with intermediate Venus signal reflected basal cells, and that luminal cells were divided into a subset with high and one with low Tbx3 promoter activity (Figure 1D). This distribution is quantified in independent animals in Figure 1E. Plotting the populations with distinct Venus intensities on a CD24/CD49f contour plot further illustrates the division of the luminal population based on Tbx3 expression (Figure 1F).

### High Tbx3 expression in hormone-sensing cells

Epithelial cells in the luminal layer fall into two main functional categories, hormone-sensing (HS) cells and alveolar progenitor cells and these can be separated by flow cytometry using the additional cell surface markers Sca1 and CD49b (Figure 2A). The proportion of HS and alveolar progenitor cells in Tbx3^+/Venus^ mammary epithelium is similar to that in wildtype litter mates (Figure 2B), indicating that Tbx3 heterozygosity does not affect the composition of the luminal layer. This could be the result of relatively high Tbx3 mRNA levels in the heterozygote KI cells (75% of wildtype cells, Figure 2C), which might suggest that Tbx3 is involved in a negative transcriptional feedback loop. This experiment also demonstrated that Tbx3 expression is highest in the HS population (Figure 2C), raising the question whether the cells with highest Tbx3 expression are all hormone-sensing cells. Plotting luminal cells based on their Tbx3 expression showed that indeed almost all Venus^High^ cells were part of the HS cell population whereas almost all Venus^Low^ cells belonged to the alveolar progenitor cell population (Figure 2D). Similarly, separating the luminal population based on cell type also showed that the majority of the HS cell population was Venus^High^ and the alveolar progenitor population was Venus^Low^ (Figure 2E). The correlation between high Tbx3 expression and a hormone-sensing cell identity was confirmed by transcriptional analysis by microarray using cells pooled from three animals and separated by Venus fluorescence (File S3) and by qPCR on luminal populations sorted from individual KI animals (Figure 2F). 

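For the microarray experiment, mammary epithelial cells of 3 adult virgin Tbx3 +/Venus mice were pooled, and 200000 luminal Venus High and 200000 luminal Venus Low cells were sorted by flow cytometry. In these knock-in mice the Venus fluorescent protein reports activity of the Tbx3 locus. Labelled cRNA was prepared from 250 ng of total RNA and hybridized on GeneChip Mouse Genome 430 2.0 arrays, 1 array per population. There are therefore no replicates, and the differences below have no replicate check. The number of arrays limits the precision. The authors log2-transformed, normalized and centred the values of each array, and the submitters' processing notes name MAS5. Signals were floored at 10, so a gene at the floor on 1 array has only a bound on its difference, and a gene at the floor on both has none. The value table used here holds 29338 probe sets, of which 12968 were higher in Venus High cells and 16370 were at the floor on both arrays. It holds 0 probe sets with a lower value in Venus High cells. Genes higher in Venus Low cells are not analysed here for this reason, and a median difference over genes lies above 0 by construction. Median centring of the arrays lowers each difference of such a table by 0.66, so a smaller difference becomes negative under it by construction and has no settled direction here. A gene described as at the floor is so on the probe sets in the table. A fold against a signal just above the floor depends on the floor, and for genes whose Venus Low signal is low the log2 difference with the floor at 100 is given in places as well. Of the probe sets, 22223 are paired with 1 gene symbol, 602 with several and 6513 with none in the platform annotation. Each gene was represented by its probe set with the highest mean log2 value, which gave 13872 genes, of which 3850 reached a signal of 100. The median difference of these 3850 genes was 0.46 on the log2 scale. Probe sets of the same gene differed from each other with a pooled SD of 0.31, over 1063 genes with at least 2 probe sets that reached a signal of 100. This SD covers differences between probe sets within these 2 arrays, not between animals. Probe sets lower in Venus High cells are not in it, so it leaves out disagreements in sign and may be too small.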

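The hormone receptors and other genes that mark hormone-sensing cells were higher in luminal Venus High than in Venus Low cells. Of 13 hormone-sensing genes listed before the data were examined, 11 reached a signal of 100, and all 11 were at least 4-fold higher in Venus High cells, or 10 with the floor at 100. Pgr, the progesterone receptor, was 118-fold higher, with log2 signals of 11.93 and 5.05 (a difference of 5.29 with the floor at 100), and differed by at least 4.51 on another probe set that reached a signal of 100. Esr1, which encodes the estrogen receptor alpha, was 7.91-fold higher (10.62 and 7.64), and Prlr, the prolactin receptor, was 27.1-fold higher (11.76 and 7.00). Tbx3 itself, which checks the sort, was higher on a pair of probe sets, with log2 signals of 8.72 and 3.62 on the first and 8.04 and 3.93 on the other. The Venus Low values lie near the floor, and with the floor at 100 the difference on the first is 2.08. Its 3 other probe sets were at the floor on both arrays. Ly6a, which encodes Sca1, the surface marker used to separate hormone-sensing from alveolar cells, was 29.0-fold higher. Foxa1, a transcription factor that opens chromatin for the estrogen receptor, was 16.6-fold higher, and Prom1 was 63.0-fold higher (5.03 on the log2 scale with the floor at 100). Cited1, a co-activator of estrogen-dependent transcription, was at least 248-fold higher (4.63 on the log2 scale with the floor at 100), and Msx2 at least 25.9-fold higher (1.37). Areg, an EGF receptor ligand induced by estrogen, was 207-fold higher (6.18 with the floor at 100), and Wnt4, a target of progesterone, was 51.7-fold higher (3.24). Tnfsf11 was at the floor on both arrays. The median log2 difference of the 11 genes was 5.10, above the medians of all 10000 random lists of the same size matched on mean expression, of which the highest was 2.83. This describes these libraries and is not a test of the populations. The list is not independent evidence, since File S3 had been read when it was written and 9 of the 11 genes are in that file. Ly6a, Areg and Prlr were named only through File S3, so they are counted because they are among its largest differences. Tbx3, whose reporter defined the sort, is also counted, and the median of 5.10 is the value of Tbx3 itself. Of 16 estrogen and progesterone response genes, 11 reached a signal of 100 and 8 were at least 4-fold higher, with a median of 4.98 (highest of the random lists, 2.38). With the floor at 100, 6 were at least 4-fold higher and the median was 2.65. Among them Stc2 differed by 6.57 on the log2 scale (5.36 with the floor at 100), Myb by 4.98 (2.65) and Greb1 by at least 3.38 (0.06). Of the 3 that were less than 4-fold higher, which are named after their values were seen, Nrip1 differed by 0.06, Xbp1 by 0.33 and Ctsd by 0.59, and all 3 are negative after median centring. Ccnd1 and Calca are not analysed here. These lists overlap, with Pgr, Areg, Wnt4, Cited1 and Tnfsf11 in both. Of 16 T-box factors, 14 had a probe set in the table and Tbx3 alone reached a signal of 100. Of 14 alveolar progenitor genes, 5 had a probe set in the table and 0 were at least 4-fold higher in Venus High cells. Stat5a was 2.06-fold higher, and Sox9 differed by 0.13 on the log2 scale, a difference that is negative after median centring or quantile normalization. The other 9, Elf5, Kit and Itga2 among them, are not analysed here, and the paper's File S3 gives 3 of them as lower in Venus High cells. Of these, Lbp has the paper's values of 6.51 in Venus High and 10.32 in Venus Low cells and Aldh1a3 lies at the floor in Venus High cells with 8.36 in Venus Low cells. Of 17 milk protein and secretion genes, 15 are not analysed here, and File S3 gives 6 of these as lower in Venus High cells, with the paper's values of 6.10 and 10.43 for Lalba. The other 2, Glycam1 and Csn1s2a, were at the floor on both arrays on the probe sets in the table, but File S3 gives another Csn1s2a probe set as 7.25 in Venus High and 12.02 in Venus Low cells. From the array and the qPCR of Figure 2F, the paper concludes that high Tbx3 expression goes with a hormone-sensing cell identity.

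**Figure D1:**
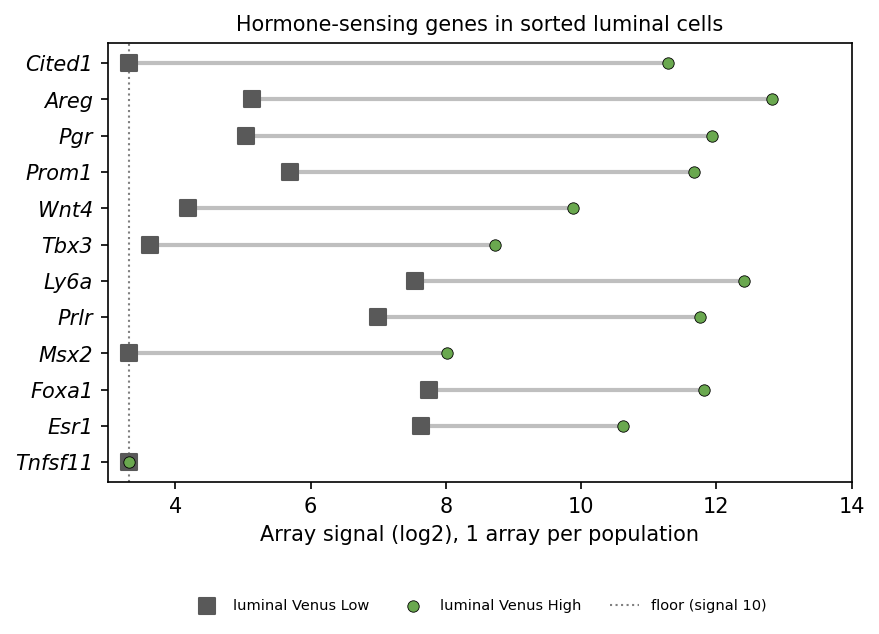
Array signal (log2, horizontal axis) of the 12 hormone-sensing genes with a probe set in the table, in luminal Venus High cells (green circles) and luminal Venus Low cells (grey squares), 1 array per population. The dotted line marks the floor, a signal of 10. For 11 genes the Venus High value lies at least 2 log2 units to the right of the Venus Low value, and for Tnfsf11 both lie at the floor.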

Luminal cells with low levels of Venus and Tbx3 expressed variable but high levels of Elf5, a transcription factor that specifies alveolar cell fate [31], and beta-Casein, one of the components of milk (Figure 2E). Luminal cells that expressed high levels of Tbx3 had high levels of Sca1 transcription, in line with the flow cytometry profiles, and expressed high levels of the estrogen and progesterone receptor, thereby confirming the hormone-sensing identity of Tbx3-expressing luminal cells at the molecular level.

**Figure 2:**
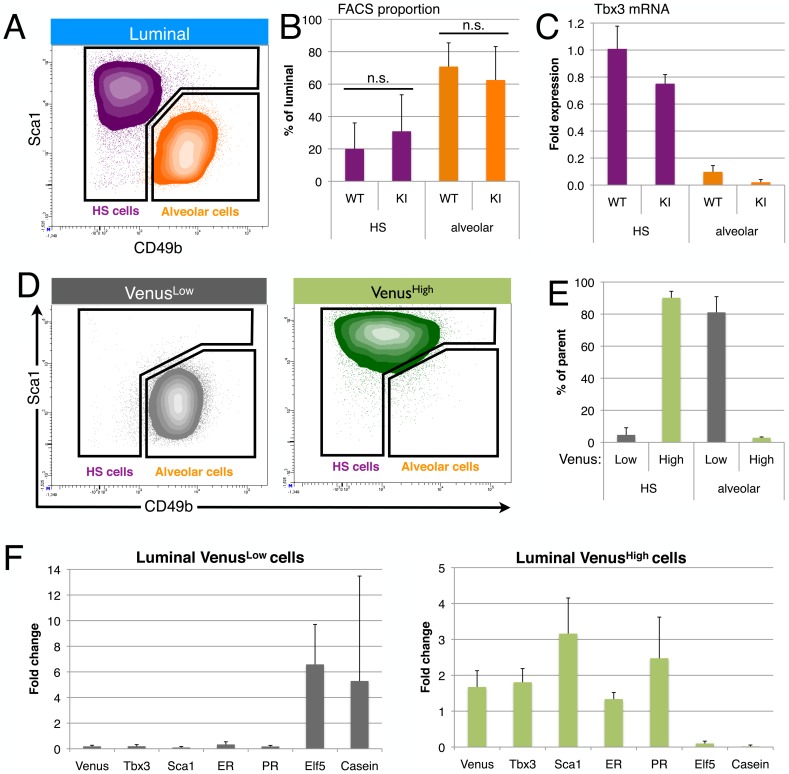
Tbx3 marks hormone sensing cells. (A) Luminal cells from wildtype mammary glands are separated into hormone-sensing (HS, Sca1^hi^CD49b^lo^, purple) and alveolar (Sca1^l^°CD49b^hi^, orange) subsets based on Sca1 and alpha2-integrin (CD49b) expression. (B) There is no significant (n.s.) difference in the proportion of hormone-sensing (HS, purple) and alveolar cells (orange) between Tbx3^+/+^ (wildtype, WT) and Tbx3^+/Venus^ (Knock-in, KI), paired t-test p = 0.53 for HS and p = 0.60 for Alv. (C) Tbx3 mRNA levels in sorted populations as indicated. (D) Tbx3^+/Venus^ luminal cells were first gated for Low or High Venus expression (see Figure 1D), and then plotted based on Sca1 and CD49b expression. (E) Proportion of hormone-sensing (HS, purple) and alveolar cells (orange) that are Venus^Low^ (grey) or Venus^High^ (green), measured by FACS in 3 independent Tbx3^+/Venus^ animals. (F) Fold change in mRNA expression in luminal Venus^Low^ (left panel) or Venus^High^ (right panel) cells, relative to total luminal population. Data are presented as mean ± SD of three adult virgin Tbx3^+/Venus^ animals.

### Tbx3 expression marks the hormone-sensing cell lineage

In the non-pregnant adult mammary gland, proliferation is detected mostly in ER- luminal cells, and this is mirrored by their colony forming potential when plated on feeder layers [13], [32]. Similarly, when we sorted mammary epithelial cells from adult virgin mice, we found that luminal cells form more colonies than basal cells (Figure 3A, 3B). The luminal colony-forming potential was derived almost entirely from Tbx3-Venus^Low^ cells (Figure 3C, 3D) as expected based on their alveolar ER- cell identity. Luminal cells with high Tbx3 expression lacked colony-forming potential (Figure 3D), consistent with other reports that show that the HS cell population is non-clonogenic [13], [33]. Nevertheless, Shehata and colleagues recently identified a small subset of hormone-sensing progenitor cells that expressed high levels of alpha2-integrin (Sca1^hi^CD49b^hi^) and formed colonies on feeder cells [13]. Analyzing this ER+ progenitor population separately demonstrated that the majority of these cells belonged to the Tbx3-Venus^High^ population (94%±3%, Figure 3E) and mRNA levels of both Tbx3 and hormone receptors in Sca1^hi^CD49b^hi^ cells were comparable to that of the general hormone-sensing cell population (Figure 3F). In line with previous studies [13], [14], the ER+ progenitor population is distinct in that it also expressed low levels of Elf5 and c-Kit. Luminal cells with high Tbx3 expression (Venus^High^) that fell into the Sca1^hi^CD49b^hi^ gate had robust colony forming potential (Figure 3G, quantified in Figure 3H), confirming the progenitor potential of this population. These experiments showed that Tbx3 expression is already high in the earliest recognizable cell type of the hormone-sensing lineage.

**Figure 3:**
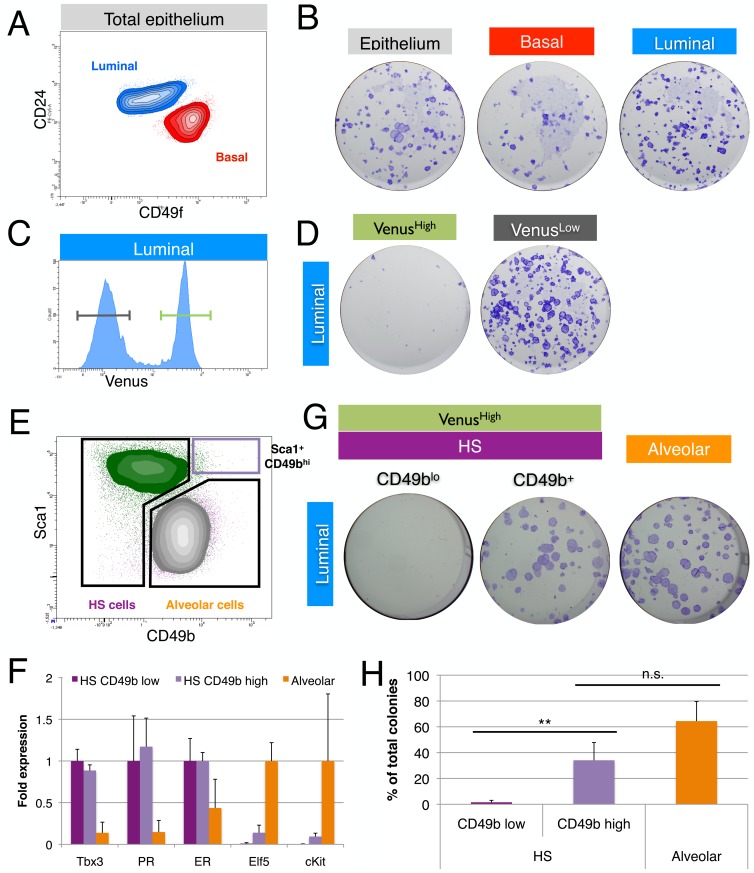
Tbx3 marks the hormone sensing lineage, including ER+ progenitor cells. (A) Combined density/contour plot of mammary epithelial cells (from a pool of 5 Tbx3^+/Venus^ mice) separated into basal (red) and luminal (blue) cells based on CD24 and alpha6-integrin (CD49f) expression. (B) Colony forming potential of 1000 sorted cells from each population, representative of two independent experiments. (C) Histogram of luminal mammary epithelial cells Venus^High^ (luminal) and Venus^Low^ (luminal) cells sorted for colony forming assay (from a pool of 5 Tbx3^+/Venus^ mice per experiment). (D) Colony forming potential of 1000 sorted cells from each population, representative of two independent experiments. (E) FACS profile of hormone-sensing (CD49b^high^ and CD49b^low^) and alveolar progenitor cells that were used for colony assays. Cells are color-coded based on Venus expression (green = Venus^High^, grey = Venus^Low^). (F) Fold change in Tbx3, progesterone receptor (PR) and estrogen receptor (ER) mRNA expression of sorted CD49b^high^ and CD49b^low^ hormone-sensing cells and alveolar progenitor cells, relative to CD49b^low^ hormone-sensing cells (dark purple bar). Fold change in Elf5 and cKit mRNA expression is shown relative to luminal alveolar cells (orange bar). (G) Colony forming potential of 1000 sorted luminal cells: CD49b^low^ and CD49b^high^ hormone-sensing cells and alveolar progenitor cells. (H) Quantification of colony forming assays with HS cells (Sca1^high^CD49b^low^), HS progenitor cells (Sca1^high^Cd49b^high^) and alveolar progenitor cells (Sca1^low^CD49b^high^). Bars represent the mean of three independent pools of 5–6 adult virgin Tbx3^+/Venus^ animals ± SD. HS progenitor cells form more colonies than HS cells (p = 0.02, paired t-test) and there is no significant difference in colony forming potential between HS progenitor and alveolar progenitor cells (p = 0.21, paired t-test).

Taken together, analysis of the Tbx3^+/Venus^ reporter by flow cytometry combined with functional assays demonstrates that in the luminal layer of mammary epithelium Tbx3 expression distinguishes the hormone-sensing cell lineage from the secretory alveolar lineage.

### Tbx3 protein expression in intact mammary glands

To further evaluate whether the strict correlation between transcriptional expression of both Tbx3 and ER that we observed by FACS holds true at the protein level in intact mammary glands, we used co-immunofluorescence on paraffin sections from adult virgin mice. The Tbx3 antibody gave high background staining in the stroma, but clearly confirmed the existence of cells in the luminal layer of the epithelial ducts with either a strong or undetectable signal for Tbx3 in the nucleus (Figure 4A). The ER+ cells were 99.7%±0.25% Tbx3 positive, with only 4 out of 1391 ER+ cells lacking Tbx3 expression. We did not observe any Tbx3-positive cells that did not express ER in adult virgin mice.

**Figure 4:**
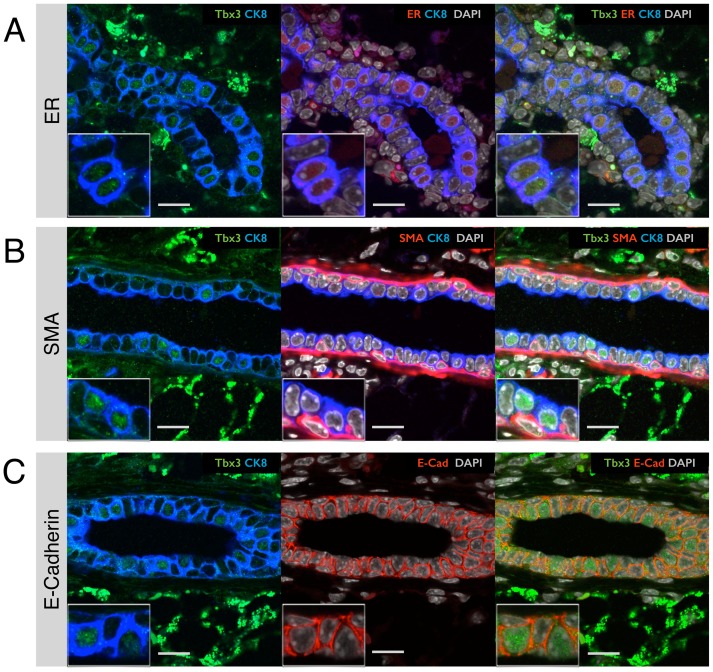
Tbx3 expression in epithelial cells in intact mammary glands. (A–C) Confocal immunofluorescence on paraffin sections of mammary glands from wildtype adult virgin mice. (A) Ductal structure probed with antibodies for Tbx3 (green), the estrogen receptor (ER, red) and the luminal cell marker cytokeratin-8 (CK8, blue). Nuclei are stained with DAPI (grey). (B) Duct probed for Tbx3 (green), the basal marker smooth muscle actin (SMA, red) and CK8 (blue). (C) Duct probed for Tbx3 (green), E-Cadherin (E-cad, red) and CK8 (blue). Images are representative of staining performed on paraffin sections of 3 independent animals. Scale bar is 20 µm or 10 µm for the inset.

At the transcriptional level, basal cells displayed intermediate Tbx3 expression (Figure 1D). On paraffin sections, it was difficult to detect Tbx3 protein in cells of the basal layer (identified by the basal marker smooth muscle actin, see Figure 4B). This could be due to post-transcriptional regulation by for instance microRNAs, but it could also be a technical limitation of the sensitivity of detection. In the luminal layer, cells strongly express E-cadherin, including the hormone-sensing cells with high Tbx3 expression (Figure 4C). Tbx3 was found to repress E-cadherin in melanoma cells [24], but it does not appear to do so in mammary epithelial cells.

Previous studies have shown that Tbx3 is involved in development of the rudimentary mammary gland during embryogenesis [17], a process that is steroid hormone independent [3]. During puberty, steroid hormones induce the elongation of mammary epithelial ducts. The invasive tips of elongating milk ducts are called Terminal End Buds (TEBs) and we examined the pattern of Tbx3 expression in these structures using mammary glands from pubertal mice. Similar to the adult mammary gland, the majority of ER+ cells in TEBs expressed Tbx3 (92.2%±2.2%, Figure 5A). However in puberty the occurrence of ER+ cells without Tbx3 (2.6%±3.4%) was more prevalent compared to the adult virgin, and in puberty there were some Tbx3-positive cells without detectable ER expression (4.3%±1.7%). The staining for Tbx3 appeared more intense in TEBs compared to quiescent adult mammary tissue (Figure 5B). In puberty, a considerable proportion of ER+ cells is proliferating [34], in contrast to the quiescent adult stage. In early pregnancy, ER+ cells also proliferate [11] but Tbx3 levels did not seem elevated during this stage of active morphogenesis (Figure 5C). At day 3 of pregnancy, there appeared to be a near perfect correlation between ER and Tbx3, similar to the adult virgin. However, due to a lower staining intensity for both ER and Tbx3 at this stage putative cells that express only one or the other might be more difficult to detect.

**Figure 5:**
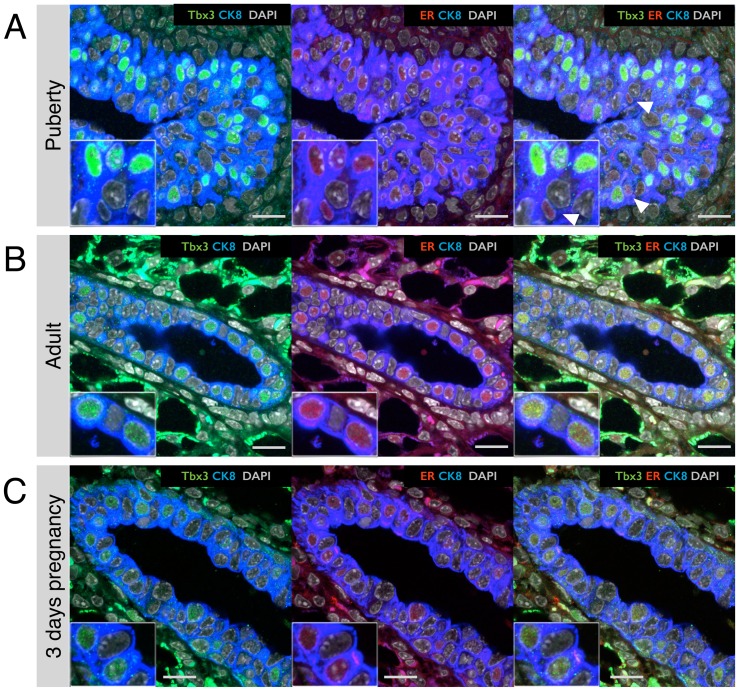
Correlation between Tbx3 and ER expression at different developmental stages of postnatal mammary gland development. Confocal immunofluorescence staining of Tbx3 (green), ER (red) and luminal marker cytokeratin-8 (CK8, blue) on mammary glands from (A) 5-week old pubertal mice (terminal end bud structure), (B) 10-week old virgin mice (ductal structure) and (C) 3 day pregnant mice (ductal structure). Nuclei are stained with DAPI (grey). White arrow heads indicate cells in terminal end bud (A) with ER expression but no Tbx3 expression. Images are representative of staining performed on paraffin sections of 3 independent animals. Scale bar is 20 µm.

Together, these experiments show that Tbx3 expression consistently distinguishes hormone-sensing cells from ER- luminal cells, not only by flow cytometry but also in unperturbed mammary tissue at different developmental stages.

### Tbx3 is required for the hormone-sensing cell lineage

To determine if Tbx3 expression is functionally relevant for the hormone-sensing cell lineage, we designed two short hairpins that target distinct regions of the murine Tbx3 transcript. The reduction in Tbx3 mRNA by the shRNAs was confirmed in a mouse mammary epithelial cell line (HC11) after selection of lentivirally-transduced cells by puromycin (File S4A). Next, freshly isolated MECs were incubated with lentiviral vectors overnight and transplanted (without selection) into mammary fat pads devoid of endogenous epithelium (see File S4B for the experimental design). Eight to ten weeks after reconstitution, we examined the identity of the cells that were transduced by lentiviral vectors (as indicated by their turboGFP (tGFP) expression). Outgrowths from cells that had been exposed to the control virus illustrated that the majority of transduced cells were lineage-restricted progenitors; we rarely found ducts whereby all cell types were tGFP positive. Instead, we found ducts that contained tGFP+ cells that predominantly belonged to one lineage (either luminal ER- or ER+ or basal, see File S5). For these experiments, we used two different pools of donor cells; one consisting of wildtype MECs and the other consisting of Tbx3^+/Venus^ MECs to potentially facilitate further knockdown. Importantly, in both cases the pool of cells transduced with the control vector gave rise to cells of all different lineages, including ER+ hormone-sensing cells (Figure 6A&B). Cells with Tbx3 knockdown robustly gave rise to luminal ER- cells, but there was a strong bias against the generation of hormone-sensing cells (Figure 6C&D). This was true for both the wildtype and KI cells and for both short hairpins targeting Tbx3 (Figure 6A). In both control and Tbx3 knockdown outgrowths we found some tGFP+ cells that contributed to cells of the basal layer but this proportion was too low for accurate quantification. The lack of adverse effects of Tbx3 knockdown in the Tbx3^Low^ alveolar lineage and the strong effect in the Tbx3-positive hormone-sensing lineage demonstrate that Tbx3 expression is important for the generation of hormone-sensing cells.

**Figure 6:**
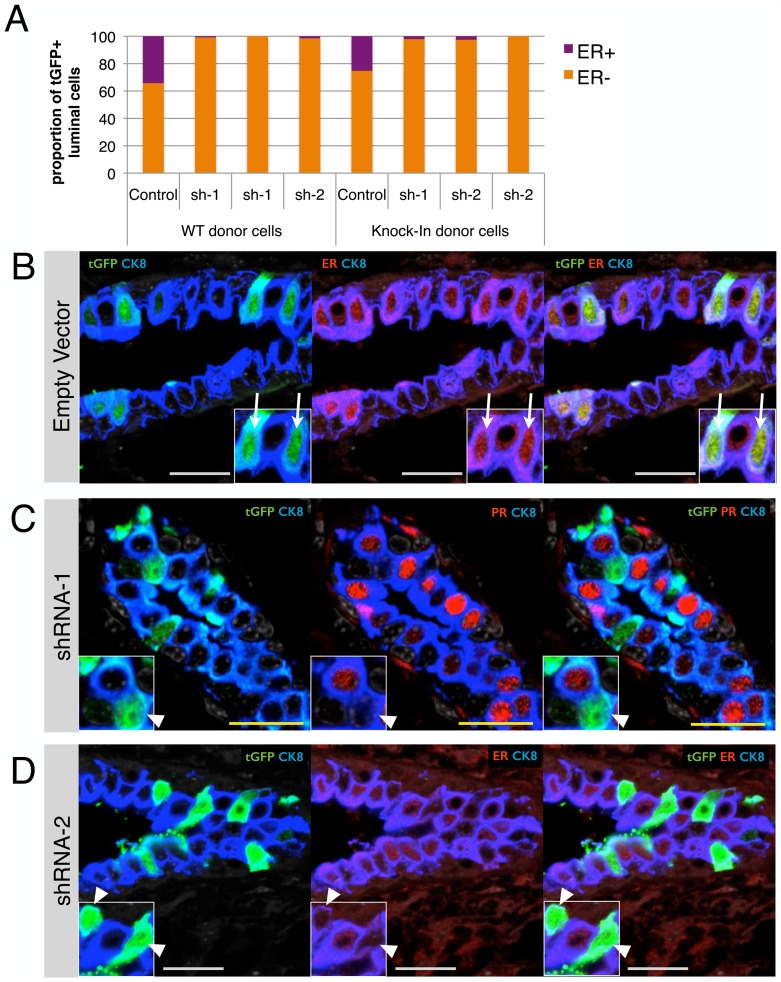
Tbx3 is required for the generation of hormone-sensing cells. (A) Primary MECs from wildtype or KI mice were transduced with a non-silencing lentiviral vector (control) or with two independent short hairpins against Tbx3 (sh-1 and sh-2). Cells were injected into mammary fat pads devoid of endogenous epithelium and outgrowths were analyzed 8–10 weeks later for the identity of lentivirally transduced cells (recognized by tGFP expression). See File S4B for a schematic experimental design. Each bar represents one fat pad and 46 to 569 tGFP+ luminal cells were counted per fat pad. There is a significant bias against the formation of HS cells by cells with Tbx3 knockdown (Chi square of shRNA versus control transplant <0.01). (B) Paraffin section of a cleared mammary fat pad transplanted with MECs that were exposed to the non-silencing control vector. Transduced cells are identified with an antibody staining against tGFP (green), luminal cells are identified by cytokeratin 8 (blue) and HS cells are identified by the estrogen receptor (ER, red). White arrow indicates transduced cells contributing to the hormone-sensing lineage. (C) Paraffin section of a mammary fat pad transplanted with MECs exposed to the first short hairpin against Tbx3. White arrow head indicated transduced cells in the luminal alveolar (ER-negative) lineage. The background of immunohistochemistry is higher in transplanted samples (arguably due to fibrosis). Where ER staining was ambiguous due to high background, we used progesterone receptor (PR, red) staining as an alternative marker for HS cells. (D) Paraffin section of a mammary fat pad transplanted with MECs exposed to the second short hairpin against Tbx3. White arrow head indicates transduced cells in the luminal alveolar (ER-negative) lineage. White scale bar is 20 µm and yellow scale bar is 10 µm.

## Discussion

Tbx3 is required for mammary epithelial cell identity early in embryogenesis, but its role in the different mammary epithelial cell types of the adult mammary gland had not yet been determined. Using a novel reporter mouse strain, we show that Tbx3 transcriptional expression is tightly regulated at different levels in the three main epithelial lineages; high in hormone-sensing cells, very low in alveolar progenitor cells and intermediate in basal cells.

Based on the striking bimodal distribution of Tbx3 in the luminal population, we focused our analysis in this study on the role of Tbx3 in luminal mammary epithelial cells. During embryonic heart and liver development, Tbx3 plays an important role in specific lineage choices. For instance, in embryonic heart development, Tbx3 is involved in a lineage choice between pacemaker cells and atrial cardiac cells, in which Tbx3 represses atrial genes in pacemaker cells [35], [36]. Ectopic expression of Tbx3 can impose a pacemaker phenotype on atrial cells [36], showing that in this context Tbx3 can direct cell fate.

Adult mammary epithelium is actively renewed by stem cells and lineage-restricted progenitors [5]. The bimodal expression of Tbx3 in the luminal lineage, together with the expression of Tbx3 in ER+ progenitors, suggested that Tbx3 may play a role in the lineage choice between the hormone-sensing and the alveolar lineage. Indeed, we found that knockdown of Tbx3 in primary mammary epithelial cells strongly reduced the formation of ER+ cells in mammary reconstitution assays, demonstrating that Tbx3 is required for a hormone-sensing cell fate. We have tried to express a Tbx3 transgene in alveolar progenitor cells to determine if Tbx3 could impose a hormone-sensing cell identity, but we found only few cells that expressed Tbx3 ectopically *in vivo* (data not shown). This could be due to an anti-proliferative effect of Tbx3 [37], however ectopic Tbx3 expression *in vitro* did not prevent proliferation of ER- cells. Therefore, we cannot rule out that the scarcity of Tbx3 overexpressing cells *in vivo* was due to a technical limitation.

The differential expression of Tbx3 in the luminal lineage raises the question of which signaling pathways influence Tbx3 transcription. Based on other studies using cell lines combined with our observations presented in this study, we can speculate what signals are most likely involved in regulating Tbx3 expression in the intact adult mammary gland. For instance, in ER+ breast cancer cell lines, Tbx3 expression was dependent on both estrogen and FGF signaling [27]. In primary tissue of murine mammary glands, we found a strong correlation between ER and Tbx3 expression and it is therefore plausible that in adult mammary epithelium Tbx3 is downstream of estrogen signaling. It was shown that FGF signaling is required for Tbx3 expression in mammary epithelial cells in the embryo [38]. At this time the three distinct adult lineages do not yet exist [6], [7] and mammary development is hormone independent [3]. FGF signaling is also active in pubertal mammary gland development [39], [40] and we observed strong Tbx3 staining in TEBs, raising the possibility that FGF signaling also contributes to Tbx3 expression in postnatal mammary epithelium. However, ER+ and ER- luminal cells derived from adult mammary glands both express FGF receptors and a downstream target of FGF signaling, Dusp6, is expressed even higher in ER- luminal cells (File S6), and it is therefore unlikely that FGF signaling is responsible for the hormone-sensing cell specific expression of Tbx3.

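Fgfr2 was the only FGF receptor gene in the table that reached a signal of 100, and it was 13.0-fold higher in luminal Venus High cells, with log2 signals of 10.78 and 7.08. Its 2 other probe sets differed by 4.44 and by at least 3.08 on the log2 scale. Without probe sets ending in _x_at, _s_at or _a_at, only the last of these remains. It lies below a signal of 100, so Fgfr2 is not counted as 4-fold higher under that setting. The highest value of Fgfr4 was 3.59 in Venus High cells, near the floor, and 1 probe set of Fgfr3 was at the floor on both arrays. Fgfr1 is not analysed here. The paper's values for it in File S6 are 8.96 in Venus High and 9.68 in Venus Low cells on the probe set with the highest signal, and those for another Fgfr3 probe set are 6.69 and 7.18. Of 21 FGF ligand genes, 17 were at the floor on both arrays on the probe sets in the table and 1, Fgf13, reached a signal of 100. For other probe sets of 3 of the 17, the paper's values in File S6 are 4.23 and 4.64 for Fgf4, 3.41 and 3.96 for Fgf9 and the floor and 3.60 for Fgf3, in Venus High and Venus Low cells. Fgf13, an intracellular member of the family, was at least 27.3-fold higher in Venus High cells on 1 probe set (1.45 on the log2 scale with the floor at 100) and at the floor on both arrays on another. Fgf1 and Fgf11, chosen after their values were seen, had log2 signals of 5.08 and 4.78 in Venus High cells. Of 13 feedback targets of FGF and ERK signaling, 7 had a probe set in the table and 4 reached a signal of 100. The phosphatase gene Dusp4 was 2.67-fold higher in Venus High cells and Spry1, which encodes an inhibitor of receptor tyrosine kinase signaling, was 2.58-fold higher (0.36 on the log2 scale with the floor at 100). Spred1, a related inhibitor, differed by 0.33 on the log2 scale, a difference that is negative after median centring or quantile normalization. The median of the 4 was 0.85, at percentile 51.8 of random lists matched on mean expression, and 0.19 after median centring. The other 6, Dusp5, Dusp6, Spry2, Etv1, Etv5 and Egr1, are not analysed here, so the list as a whole has no direction. The paper's values for Dusp6 in File S6 are 10.51 in Venus High and 12.42 in Venus Low cells.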

Another pathway that may contribute to Tbx3 expression is TGFβ signaling. In MCF12A cells, a non-transformed mammary epithelial cell line, TGFβ directly induced Tbx3 transcription [37]. Notably, TGFβ actively inhibits proliferation of MCF12A cells, and also prevents proliferation of ER+ cells in the mammary gland [41]. In MCF12A cells, Tbx3 was required for the anti-proliferative effects of TGFβ [37]. This is surprising because studies with other cell types suggested an oncogenic role of Tbx3. For instance, Tbx3 was found to directly bind and repress the tumor suppressor Arf in mouse embryonic fibroblasts [42], thus preventing activation of p53. However, Tbx3 might have other target genes in the mammary gland, since both Arf and p21 expression are robustly detectable on the microarray of sorted primary Tbx3-VenusHigh cells (File S6). Moreover, loss of Arf or p53 did not rescue developmental defects of mammary placodes in Tbx3-mutants [18]. 

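Cdkn1a, the gene of the CDK inhibitor p21, had a log2 signal of 9.77 in luminal Venus High cells and 9.63 in Venus Low cells. The difference of 0.14 lies below the SD of 0.31 between probe sets of a gene. It is negative after median centring, which by construction lowers every difference of this table by more than that, and after quantile normalization. The paper's values for another Cdkn1a probe set are 8.82 and 8.89. Cdkn2a, the gene from which both Arf and the CDK inhibitor p16 are made, was at the floor on both arrays on its 1 probe set. Cdkn2d, which encodes another inhibitor of the INK4 family, had log2 signals of 7.64 and 6.15 and was 2.80-fold higher in Venus High cells, with a log2 difference of 1.49, or 1.00 with the floor at 100. Cdkn2b had log2 signals of 5.17 and 4.53. Cdkn1b had 4.61 and 4.45 on the probe set used here, and the paper's values for another Cdkn1b probe set are 8.38 and 8.45. A list of 7 CDK inhibitor genes was written before the data were examined, but after File S6, with its values for such genes, had been read. Of these 7 genes, 5 had a probe set in the table, 2 reached a signal of 100 and 0 were at least 4-fold higher. The other 2 are not analysed here, and the paper's values for them in File S6 are 7.02 in Venus High and 7.79 in Venus Low cells for Cdkn2c and the floor and 4.69 for Cdkn1c. Of 10 genes of the p53 and Arf pathway, Trp53 and Bax are not analysed here and 5 reached a signal of 100. Pmaip1, a pro-apoptotic target of p53, was 9.73-fold higher in Venus High cells (0.45 on the log2 scale with the floor at 100, which ends the 4-fold call), Sesn1 was 2.14-fold higher and Gadd45a was 1.84-fold higher. The median of the 5 was 0.88, at percentile 78.2 of random lists matched on mean expression, and 0.22 after median centring.

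**Figure D2:**
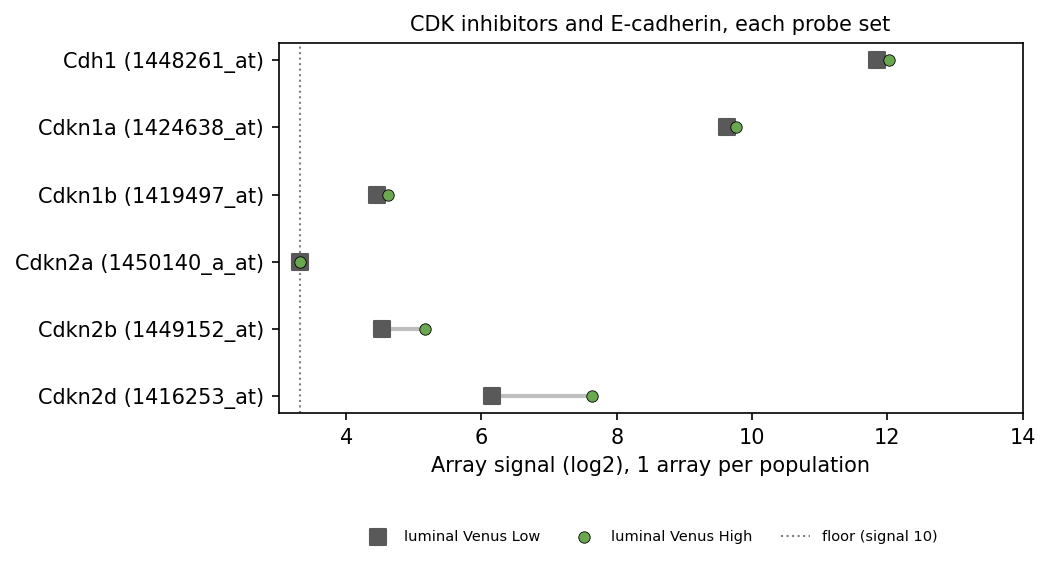
Array signal (log2, horizontal axis) of the CDK inhibitor genes with a probe set in the table and of Cdh1, which encodes E-cadherin, in luminal Venus High cells (green circles) and luminal Venus Low cells (grey squares), 1 array per population. The dotted line marks the floor, a signal of 10, where both values of Cdkn2a lie. Cdh1 and Cdkn1a have the highest signals, and Cdkn2d has the widest gap between the populations.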

Apart from Arf and p21 not many direct targets for Tbx3 have been described. Tbx3 targets in the mouse heart include genes for gap junctions and ion channels [43] and in embryonic stem cells Tbx3 binds promoters of genes that are also regulated by pluripotency factors [44], underscoring that Tbx3 likely regulates different target genes depending on the cellular context [21]. Indeed, genes that are repressed by Tbx3 such as E-cadherin in melanoma cells [24] and p21 in promoter assays [45], are highly expressed in Tbx3-positive mammary epithelial cells (Figure 4C and File S3). 

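Cdh1, which encodes E-cadherin, had a log2 signal of 12.03 in luminal Venus High cells, where Tbx3 was high, and 11.84 in Venus Low cells. This is a 1.14-fold difference, smaller than the SD between probe sets, so it has no settled direction in this table, and median centring, which lowers every difference by the same amount, and quantile normalization make it negative. On a linear scale the signals were 4186 and 3676, where the floor is 10. Of 10 genes reported as Tbx3 targets in other cell types, 8 had a probe set in the table, and Cdh1 and Cdkn1a were the 2 that reached a signal of 100. None of the 8 was at least 4-fold higher in Venus High cells on these probe sets. The linear signal of Cdkn1a was 870 in Venus High and 791 in Venus Low cells. The gap junction genes Gja1 and Gja5 were near or at the floor, with log2 signals in Venus High cells of 3.49 for Gja1, and the ion channel gene Kcnj3 had 4.02. Of 6 genes of transcriptional repressors of E-cadherin, 5 had a probe set in the table. On these probe sets Snai2, Twist1, Zeb1 and Zeb2 were at the floor on both arrays and Snai1 had 3.66 in Venus High cells. Twist2 and any probe sets lower in Venus High cells are not analysed here.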

Determining the cistrome of Tbx3 specifically in hormone-sensing cells will likely help to unravel the role of Tbx3 in normal and malignant mammary gland development.

In primary human breast tissue obtained from reduction mammoplasties, Tbx3 expression is also highest in a population of luminal cells that expresses high levels of steroid receptors [13], indicating that Tbx3 is a marker for hormone-sensing cells in human mammary epithelium as well. Interestingly, this population is also predominantly non-clonogenic [13], which raises the possibility that Tbx3 has indeed an anti-proliferative role in hormone-sensing cells in normal breast tissue. This would be in line with data from sequencing breast cancer genomes; Tbx3 mutations are found specifically in ER+ breast cancers and these mutations are predicted to result in loss of function [46], [47]. This indicates that Tbx3 might actively prevent tumorigenesis of hormone-sensing cells resulting in selection pressure to lose that function. However, it is possible that in tumors that have retained wildtype Tbx3 expression, Tbx3 is involved in promoting migration [48] or paracrine stimulation of proliferation [27]. Considering these potential conflicting roles of Tbx3 in breast tumorigenesis, it will be important to further characterize the specific role of Tbx3 in breast tissue before considering inhibition of Tbx3 for cancer therapy [49].

In summary, we provide the first characterization of Tbx3 expression at the single cell level in the adult mammary gland. By different methods we demonstrate that Tbx3 is highly expressed in the hormone-sensing cell lineage and is functionally required for the generation of hormone-sensing cells during mammary morphogenesis. Our data highlight that Tbx3 is likely to regulate a distinct set of target genes depending on the cellular context. Given the current uncertainty about an anti- or pro-tumorigenic role of Tbx3 in breast cancer, it will be interesting to determine the relevant targets for Tbx3 specifically in hormone-sensing cells.

## Supporting Information

File S1 **FACS sorting of primary MECs.** Antibodies used in FACS sorting for separating the different mammary epithelial populations. (B) Gating strategy for FACS analysis and sorting.
(TIF) Click here for additional data file.

File S2 **Primer sequences.** (A) Polymerase chain reaction (PCR) primers used for gene expression quantification by quantitative PCR (qPCR). (B) Target sequences for the short hairpins in Tbx3, and the short hairpin against Drosha used during viral vector production.
(PDF) Click here for additional data file.

File S3 **Top 100 genes highest in luminal Venus High vs Low cells.** Tab 1. Top 100 genes highest expressed in luminal Venus^High^ cells compared to luminal Venus^Low^ cells based on Affymetrix microarray using cells pooled from three animals that were separated by Venus fluorescence. 

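In all, 333 genes that reached a signal of 100 were at least 4-fold higher in luminal Venus High than in Venus Low cells, and 53 of them were at the floor in Venus Low cells. Of the 333 genes, 186 were at least 8-fold and 53 at least 32-fold higher. The 10 genes with the largest differences were Fgg, Cxcl15, Dmbt1, Fgb, Crym, Cited1, Areg, Krt6a, Il33 and Ido1. Fgg and Fgb, which encode the gamma and beta chains of fibrinogen, were at least 519-fold and at least 359-fold higher (5.70 and 5.16 on the log2 scale with the floor at 100). Cxcl15, a chemokine, had log2 signals of 12.24 and 3.50 (a difference of 5.60 with the floor at 100), and Dmbt1, a secreted scavenger receptor, was at least 364-fold higher (5.19). Crym, a thyroid hormone-binding protein, had log2 signals of 11.67 and 3.61, and the keratin gene Krt6a had 11.04 and 3.39. With the floor at 100 their differences are 5.02 and 4.40. The order of these 10 genes, and which genes are among them, is partly set by the floor. With the floor at 100, Stc2 (5.36), Pgr (5.29) and Prom1 (5.03) lie above Crym, Cited1, Krt6a and Il33. Il33, a cytokine of the interleukin-1 family, was at least 145-fold higher (3.86 with the floor at 100), and Ido1, an enzyme that degrades tryptophan, was 135-fold higher (5.16). Of 19 WNT ligands, 3 reached a signal of 100. Wnt5a was 84.3-fold higher (3.48 on the log2 scale with the floor at 100) and Wnt7b was 2.21-fold higher, and with Wnt4 their median log2 difference was 5.69, at percentile 99.98 of random lists, 3.47 with a signal minimum of 50 and 3.24 with the floor at 100. Of these 3 genes, Wnt4 and Wnt5a are in File S3. Wnt5b and Wnt6 are not analysed here, and the paper's values for Wnt5b in File S3 are 4.10 in Venus High and 8.63 in Venus Low cells. The WNT median and percentile leave this lower gene out, so they give no direction for the list as a whole. Of 15 members of the EGF family and its receptors, Egf and Hbegf are not analysed here, 6 reached a signal of 100 and 5 were at least 2-fold higher. Of these, Tgfa (1.60 on the log2 scale) and Erbb2 (1.20) are under 2-fold after median centring or with the floor at 100. Epgn, which encodes epigen, was 15.5-fold higher, Btc, which encodes betacellulin, was 3.92-fold higher (1.29 on the log2 scale with the floor at 100), and the median of the 6 was 1.78 (percentile 99.9 of random lists), 2.96 with a signal minimum of 200, 1.13 after median centring, 1.08 after quantile normalization and 1.09 with the floor at 100. Of 14 pan-luminal genes, 6 are not analysed here, 7 reached a signal of 100 and 1 of them, Krt7, was at least 4-fold higher (13.0-fold). Krt19 was 1.98-fold and Gata3 1.79-fold higher, and the median of the 7 was 0.78 (percentile 96.4), or 0.12 after median centring. The 6 genes not analysed here are outside this median, so the pan-luminal list as a whole has no direction. The EGF family median likewise leaves out Egf and Hbegf and covers only the members in the table. For cells that the gate should exclude, only markers that are not lower in Venus High cells can be seen in this table. The counts that follow hold for the probe sets in the table. A brighter probe set of the same gene that is lower in Venus High cells would be missing, as for Csn1s2a. These counts therefore do not show that such cells or their transcripts are absent. Of 18 basal and myoepithelial genes, 7 are not analysed here and 11 had a probe set in the table. On these probe sets 9 of the 11 were at the floor on both arrays, Krt14, Trp63 and Acta2 among them. Itga6 was 1.46-fold higher, a difference that is negative after median centring and quantile normalization. Of 16 leukocyte genes, 4 are not analysed here and the 12 in the table were at the floor on both arrays. Of 10 fibroblast genes, 7 are in the table, and Col6a3 alone reached a signal of 100 and was 13.4-fold higher. Of 9 endothelial genes, 5 are in the table, and Vwf alone reached it and was 7.74-fold higher (0.62 on the log2 scale with the floor at 100). Of 8 adipocyte genes, 6 are in the table, and Lpl alone reached it and was 2.10-fold higher. Of 5 erythroid genes, 3 are in the table and 0 reached it. Of the 100 probe sets in this tab of File S3, 100 were found in the table by their values, to within 6e-05 on the log2 scale. The count of 333 genes was 207 after median centring, 199 after quantile normalization and 173 with the floor at 100.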

Several described markers for hormone-sensing cells are highlighted in bold. Tab 2. Top 100 genes highest expressed in luminal Venus^Low^ cells compared to luminal Venus^High^ cells. Several described markers for alveolar cells are highlighted in bold.
(XLSX) Click here for additional data file.

File S4 **Transplantation of lentivirally-transduced MECs.** (A) mRNA levels of Tbx3 from puromycin-selected HC11 that were transduced with either empty vector or short hairpins targeting Tbx3. (B) Experimental set up for lentiviral transduction of MECs and subsequent transplantation into cleared mammary fat pads of 21-day old recipient mice. (C) For each condition a small aliquot of cells was plated on coverslips while the rest of the cells was used for transplantation. The cells on coverslips were analysed after 48 hours in culture to ensure similar transduction efficiency (visualized by tGFP expression) by the different lentiviral supernatants.
(TIF) Click here for additional data file.

File S5 **Examples of transduced lineage-restricted progenitors.** Paraffin sections of mammary outgrowths of MECs transduced with lentiviral vectors. Transduced cells are identified with an antibody staining against tGFP (green), luminal cells are identified by cytokeratin 8 (blue) and HS cells are identified by the estrogen or progesterone receptor (ER or PR, red). (A) Example of an outgrowth containing transduced cells that belong to the luminal alveolar (ER-negative) lineage (tGFP+CK8+ER-, white arrow head). (B) Example of an outgrowth containing transduced cells that belong to the luminal hormone-sensing lineage (tGFP+CK8+PR+, white arrow). (C) Example of an outgrowth containing transduced cells that belong to the basal lineage (tGFP+CK8-ER-, white arrow head). (D) Transplanted fat pads were fixed with either paraformaldehyde (PFA) or methacarn. Representative images of secondary antibody control stainings on both types of fixed tissue are shown. Scale bar is 20 µm.
(TIF) Click here for additional data file.

File S6 **Selected genes from microarray.** Expression of FGF receptors & ligands, cell cycle inhibitors and E-cadherin in luminal Venus^High^ and Venus^Low^ cells (Affymetrix log2 values).

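File S6 lists 44 probe sets, each with a log2 value in luminal Venus High and Venus Low cells. Of these, 32 are in the value table used here, and their values differed by less than 0.0001 on the log2 scale. The other 12 have a lower value in Venus High than in Venus Low cells in File S6 and are not analysed here. They belong to Fgfr1, Fgfr3, Fgf3, Fgf4, Fgf9, Dusp6, Cdkn1a, Cdkn1b, Cdkn1c and Cdkn2c. Of the 32 probe sets, 18 were at the floor on both arrays and 6 reached a signal of 100 in Venus High cells. The lowest value in the file is the log2 of a signal of 10, so probe sets at that value have no order among themselves, and a mark in the file describes part of the values as not expressed.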

(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptional Repressor Tbx3 Is Required for the Hormone-Sensing Cell Lineage in Mammary Epithelium
**Source:** PLoS One. 2014 Oct 24;9(10):e110191. doi: 10.1371/journal.pone.0110191
**Supplement:** File S2 — Primer sequences. (A) Polymerase chain reaction (PCR) primers used for gene expression quantification by quantitative PCR (qPCR). (B) Target sequences for the short hairpins in Tbx3, and the short hairpin against Drosha used during viral vector production.

# Supplemental File S2. primer sequences

## A. qPCR primers

| Gene                           | Forward primer         | Reverse primer             |
|--------------------------------|------------------------|----------------------------|
| Tbx3                           | TTGCAAAGGGTTTTCGAGAC   | GTTGGATGTCCCCACGAT         |
| GFP (and Venus)                | CACATGAAGCAGCACGACTTCT | AACTCCAGCAGGACCATGTGAT     |
| Sca1                           | TGCAACCTTGTCTGAGAGGA   | TGGGACTCCATAGCACTGGT       |
| Estrogen receptor alpha (ESR1) | GCCAAGGAGACTCGCTACTG   | CTCCGGTTCTTGTCAATGGT       |
| Progesterone receptor (PgR)    | GGTGGAGGTCGTACAAGCAT   | CTCATGGGTCACCTGGAGTT       |
| Elf5                           | GGACTIONCGTAACCCATAGCA | TACTGGTCGCAGCAGAATTG       |
| β-Casein (Csn2)                | TCCACAACATTCCGTTTCTG   | AGCATGATCCAAAGGTGAAAA      |
| HPRT                           | CTGGTGAAAAGGACCTCTCG   | TGAAGTACTCATTATAGTCAAGGGCA |
| cKit                           | TCCTCTGGGAGCTCTTCTCCTT | GTTGGACAACCTGCTTGAATGTT    |

## B. shRNA sequences

|                                | Target sequence              |
|--------------------------------|------------------------------|
| shRNA-1 mouse Tbx3 (in ORF)    | GCCACCCGTTTCCTCAATTTGAACAGCA |
| shRNA-2 mouse Tbx3 (in 3' UTR) | CCCTTCGTGTGTTTAGTGGAACATCCCC |
| shRNA Drosha in pSuper         | GGACCAAGTATTCAGCAAG          |

How the deposited data were processed for this re-analysis (not part of the article)

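Gene expression was measured in luminal Venus High and luminal Venus Low cells sorted from a pool of 3 adult virgin Tbx3 +/Venus mice, on 1 GeneChip Mouse Genome 430 2.0 array per population. The labels give an age of 5 months and an RNA integrity number above 9.4. The deposited values are on the log2 scale: the authors log2-transformed the array signals, then normalized and centred them per sample with BRB Array software, and the submitters' processing notes name MAS5. The factor or reference of the normalization is not given in the sources used here. The lowest value equals the log2 of 10, which was taken as a floor, and 18544 of 29338 probe sets were at it in Venus Low cells and 16370 in Venus High cells. The median of each array over all probe sets in the table was at the floor, and over the 5889 probe sets that reached a signal of 100 it was 8.21 in Venus High and 7.55 in Venus Low cells. Whether a common scale was set between the arrays stays unknown.

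The value table used here holds 0 probe sets with a lower value in Venus High than in Venus Low cells. Genes that are higher in Venus Low cells are therefore not analysed here, and no count of them is given, although one had been planned. A gene without a value here may be lower in Venus High cells, may lack a probe set paired with it alone, or may be outside the table for another reason. A gene with several probe sets may be represented by a dimmer one. Medians over genes lie above 0 by construction, so gene lists were set against random lists drawn from the same table. A percentile among these describes only the list members in the table. It does not correct for members missing because they are lower in Venus High cells. A list with many such members can therefore still rank high. Columns of other samples in the table numbered 0.

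Probe sets were named through the platform annotation, in which 22223 probe sets have 1 gene symbol, 602 have several and 6513 are not listed. Symbols were updated through gene identifiers in the RefSeq gene table of GRCm38.p6. A further 6 probe sets, of Ly6a, Areg, Prlr and Col8a1, were named from File S3 by matching both of their values to within 6e-05, which gave 22229 probe sets of 13872 genes. No gene was named from a probe set with several symbols. Each gene was represented by the probe set with the highest mean log2 value. In 51 genes, probe sets that reached a signal of 100 differed by more than 1 log2 unit, Pgr, Krt6a, Wnt5a and Stc2 among them.

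With 1 array per population there are no p-values. A gene was counted as higher when its log2 difference was at least 2 and its higher signal at least 100. A gene list was described by the median log2 difference of its members that reached a signal of 100, where there were at least 3, and by the percentile of this median among 10000 random lists of the same size, matched in 20 bins of mean expression. The SD between probe sets of a gene, 0.31, and the bootstrap SD of a list's median over 2000 draws served as the spread against which alternatives were compared. Both were taken from the one-sided table and may be too small. The lists, the alternatives and the rule for named genes were fixed before the data were examined, but File S3 and File S6, with values of part of the probe sets, had been read by then. The rule named every gene that the paper names for this comparison, the 10 genes with the largest differences in each direction among those that reached a signal of 100, and up to 3 members of each list with the largest differences. Other genes are named where they fill out a list or a count, and were chosen after their values were seen.

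The alternatives were median centring, quantile normalization, a floor at 32 or 100, the median of a gene's probe sets, leaving out probe sets whose names end in _x_at, _s_at or _a_at, a signal minimum of 50, 200 or none, a 2-fold or 8-fold threshold, and random lists not matched on expression. Median centring shifts the Venus High values against the Venus Low values by 0.66 on the log2 scale. The computation was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. It was tested on simulated data for the comparison of Venus High with Venus Low cells in a one-sided table, in which 200 genes were raised by known amounts. Of the genes raised by 3 on the log2 scale, 100.0% were counted as at least 4-fold higher, of those raised by 2, 51.5%, and of those raised by 1, 0.0%, and 0 unchanged genes were counted. The simulation checks the computation only. Without replicates the spread between pools is unknown, so it gives no rate of false positives for the real arrays.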

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

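The tests of explanations in this part were all chosen after the values were seen. File S3 lists 100 probe sets as highest in luminal Venus High over Venus Low cells. In the value table, 107 probe sets had a difference at least as large as the smallest in that list, and 7 of them are outside it, so they were signals that the paper does not report. Tox2, a transcription factor gene of the HMG-box family, differed by 5.81 on the log2 scale on 1 probe set (11.49 and 5.67). Smim38, a gene of a small integral membrane protein, differed by 5.66 on 1 probe set and by at least 5.59 on another. A further probe set of Wnt5a differed by at least 4.94. The other 3 probe sets have no gene name here: 1455869_at differed by 6.35 (13.06 and 6.71), 1439699_at by at least 6.58 and 1460101_at by at least 4.66.

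No probe set in the value table is lower in Venus High than in Venus Low cells. That no transcript is lower in Venus High cells is excluded by the paper's own tables of the same arrays, which give 112 such probe sets. If probe sets lower in Venus High cells are not in the table, the identifiers of the 12 that File S6 gives as lower should all be missing, and 0 of them were found, while all 32 that File S6 gives as not lower were found; File S3 prints no identifiers and was not used for this. The one-sidedness is thus a property of the table used here, and no biological explanation was tested. Why the table is one-sided stays open.

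Col6a3, on the list of fibroblast genes, was 13.4-fold higher in Venus High cells (11.81 and 8.07), and Trbv1, a T cell receptor gene segment chosen after its value was seen, was at least 23.4-fold higher on 1 probe set (7.87 in Venus High cells) and at the floor on both arrays on another, with a difference of 1.22 on the log2 scale for the first with the floor at 100. The paper states that stromal cells were excluded in the gating and lymphocytes through CD45. Fibroblasts in the Venus High sort would bring their other abundant transcripts. The highest of the other fibroblast genes in the table, Dcn, had log2 signals of 6.01 in Venus High and 4.89 in Venus Low cells. Dcn was thus 2.18-fold higher, in the same direction as Col6a3, but below a signal of 100. Col1a1, Col1a2, Col3a1 and Lum were at 3.84 or lower in Venus High cells. For leukocytes in the Venus High sort, 0 of the 12 leukocyte genes in the table, of 16 listed, were above the floor in Venus High cells on the probe sets in the table. Ptprc, Cd3e and Lyz2 are among these 12. Probe sets outside the table could not raise these genes in Venus High over Venus Low cells if they are lower there. Expression of both genes by luminal Venus High cells stays as a hypothesis, and cross-hybridization of the probe sets was not tested.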

How the results depend on the processing

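Each population has 1 array, so leaving out a replicate was not possible. No paired analysis was possible because each population has a single array. The planned count of genes higher in Venus Low cells has no value under any setting. The count of 333 genes at least 4-fold higher in Venus High cells was 207 after median centring, 199 after quantile normalization and 173 with the floor at 100, of which 207, 199 and 172 genes were shared with the 333. The change with the floor follows from its construction, as does the change to 834 genes at 2-fold and 186 at 8-fold. The other alternatives gave between 248 and 454 genes. In a table with no probe set lower in Venus High cells, median centring moves every difference down by 0.66. The changes under it follow from its construction. Quantile normalization gives both arrays the same distribution, which in such a table can only lower Venus High against Venus Low values. The lower count under it thus also follows from its construction, and it is not an independent check. For the remaining settings the cause was not tested.

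After median centring the median log2 difference was 4.44 for hormone-sensing genes, 0.12 for pan-luminal genes, 0.19 for FGF and ERK feedback targets, 0.22 for the p53 and Arf pathway and 0.34 for lipid synthesis. It changed sign to -0.11 for proliferation, -0.32 for TGF-beta components, -0.34 for BMP and Id genes, -0.51 for immediate early genes and -0.16 for reference genes. After quantile normalization these values were 4.35, 0.15, 0.12, 0.19 and 0.30, and -0.17, -0.35, -0.37, -0.31 and -0.15. With the floor at 100 the median was 2.65 for estrogen and progesterone response, 0.28 for FGF and ERK feedback targets and 3.24 for WNT ligands. It was 3.47 for WNT ligands at a minimum of 50, 2.96 for the EGF family at a minimum of 200, and 1.37 for FGF and ERK feedback targets without probe sets ending in _x_at, _s_at or _a_at. With random lists not matched on expression, 13 of 14 lists kept their side of percentile 95, and the pan-luminal list moved from 96.4 to 87.7.

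Of 76 named genes, 75 could be compared after median centring and after quantile normalization, Greb1 being the exception. Those that changed sign after median centring were Cdh1 (-0.47), Cdkn1a (-0.52), Sox9 (-0.53), Itga6 (-0.11), Spred1 (-0.33), Smad3 (-0.32), Smad7 (-0.66), Bmpr1a (-0.042), Smad5 (-0.34), Hes1 (-0.45), Hspa1a (-0.16), Dusp1 (-0.30), Atf3 (-0.33), B2m (-0.0095), Rps3 (-0.57), Rpl27 (-0.62), Nrip1 (-0.60), Xbp1 (-0.33), Ctsd (-0.067) and Irf9 (-0.41). After quantile normalization they were Cdh1 (-0.37), Cdkn1a (-0.56), Sox9 (-0.58), Itga6 (-0.14), Spred1 (-0.39), Smad3 (-0.35), Smad7 (-0.66), Bmpr1a (-0.051), Smad5 (-0.37), Hes1 (-0.48), Hspa1a (-0.017), Dusp1 (-0.31), Atf3 (-0.080), Rps3 (-0.59), Rpl27 (-0.42), Nrip1 (-0.64), Xbp1 (-0.39), Ctsd (-0.096) and Irf9 (-0.44). Of 36 named genes at least 4-fold higher, 28 stayed so with the floor at 100, the others being Fgf13 (1.45), Vwf (0.62), Eng (0.49), Pmaip1 (0.45), Dgat2 (1.77), Msx2 (1.37), Greb1 (0.06) and Trbv1 (1.22). With the floor at 32, Greb1 alone did not (1.71). Of the 35 that could be compared after median centring, Eng (1.64) and Dgat2 (1.35) did not, and after quantile normalization Eng (1.53), Dgat2 (1.34) and Psmb8 (1.99) did not. By the median of a gene's probe sets, Dgat2 did not (1.76).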

Differences from the paper's values

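The paper's list of probe sets highest in Venus High cells holds 100, for which it states no threshold, and 107 probe sets here had a difference at least as large as the smallest in it, which is less than 1.5 times as many. Of 26 log2 differences of named genes, 5 were matched to File S6 by the probe set's identifier, and these did not differ by more than the SD between probe sets. The other 21 were matched to File S3 through the values themselves, which fixes that they are equal, so they are no comparison. The paper states that Arf is robustly detected in Venus High cells on the array. Cdkn2a, the gene that encodes Arf, was at the floor on both arrays on its 1 probe set, and File S6 gives the floor for this probe set as well, naming the gene by its p16 product. File S6 lists Cdkn2d, whose product is called p19 there, and this gene had a log2 signal of 7.64 in Venus High cells. For p21, which the paper also states to be robustly detected, Cdkn1a had a log2 signal of 9.77 in Venus High cells.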

Other observations

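The tests of explanations in this part were chosen after the values were seen. The gene lists were written before, but after File S3 and File S6 had been read. In this one-sided table median centring lowers every difference by 0.66, so the sign changes under it named here follow from its construction and show only that a small difference has no settled direction. Quantile normalization pulls the differences the same way in such a table. A sign change under both scalings is therefore no stronger than under either alone. Several signaling groups that the text has not yet described held 1 or a few genes that were much higher in luminal Venus High cells. Id3, an inhibitor of basic helix-loop-helix transcription factors and a target of BMP signaling, was 56.0-fold higher (3.49 on the log2 scale with the floor at 100), while the median of the 5 BMP and Id genes that reached a signal of 100, of 13, was 0.31 (percentile 25.9 of random lists), and this median, Bmpr1a and Smad5, the last 2 with differences of 0.62 and 0.31, changed sign under median centring and quantile normalization. Bmp2, Id1 and Id2 are not analysed here, and the paper's values for Bmp2 in File S3 are 4.49 in Venus High and 8.65 in Venus Low cells. Jag1, a NOTCH ligand, was 12.7-fold higher (2.28 on the log2 scale with the floor at 100), and Hes1, a NOTCH target, differed by 0.21, with the sign changed under both scalings. Of 14 NOTCH pathway genes, 6 are in the table and these 2 reached a signal of 100, while the other 8 are not analysed here, Notch1, Notch2 and Notch3 among them, and File S3 gives Hey1 as lower in Venus High cells (the paper's values, 5.21 and 9.33). Of 13 TGF-beta components, 8 are in the table and 5 reached it, with a median of 0.34 (percentile 22.7) that changed sign under both scalings. File S3 gives Tgfb2 and Bambi, which are not analysed here, as lower in Venus High cells (the paper's values, the floor and 7.91, and 3.68 and 7.68). Eng, a TGF-beta co-receptor, was 4.92-fold higher, a call lost after median centring (1.64 on the log2 scale), after quantile normalization (1.53) and with the floor at 100 (0.49), Tgfbr2 1.99-fold higher, and Smad3 differed by 0.34 with the sign changed under both scalings. Of 9 TGF-beta targets, 3 are in the table and Smad7 alone reached it, with log2 signals of 7.80 and 7.79, a difference whose sign changed under both scalings. Of 16 interferon response genes, 7 had a probe set in the table and 4 reached a signal of 100, with a median of 2.16 (percentile 99.6), or 1.50 after median centring, while the 9 others are not analysed here, so the list as a whole has no direction. Ido1 led them, Psmb8, a subunit of the immunoproteasome, was 6.37-fold higher (1.99 on the log2 scale after quantile normalization) and Oas1a was 3.14-fold higher (0.66 with the floor at 100), while Irf9, named after its value was seen, differed by 0.25, with the sign changed under both scalings. Of 7 MHC class II genes, 5 are in the table and 0 reached a signal of 100.

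Of 22 lipid synthesis genes, 7 were in the table and all 7 reached a signal of 100, with a median of 1.00 (percentile 98.5), or 0.34 after median centring and 0.30 after quantile normalization. Dgat2, which makes triglycerides, was 4.04-fold (under 4-fold after median centring, quantile normalization, with the floor at 100 or by the median of its probe sets), Scd2, a fatty acid desaturase, 3.62-fold and Sqle, an enzyme of cholesterol synthesis, 2.40-fold higher. The other 15 members, which include 3 that File S3 gives as higher in Venus Low cells, are not analysed here, so the list as a whole has no direction. Of 24 proliferation genes, 19 are in the table, 9 reached a signal of 100 and 0 were at least 4-fold higher. Rrm2 was 2.54-fold, Cdk1 2.22-fold and Top2a 1.64-fold higher, and the median of 0.54 (percentile 71.5) changed sign under both scalings. Of 14 immediate early and dissociation stress genes, 10 are in the table and 9 reached a signal of 100, with high signals on both arrays and a median of 0.15 (percentile 4.77), also with the sign changed under both scalings. Atf3 had log2 signals of 12.86 and 12.54, Hspa1a 12.27 and 11.77, and Dusp1 11.61 and 11.25. Of 15 reference genes, 10 are in the table and 8 reached it, with a median of 0.50 (percentile 73.9) that changed sign under both scalings. Hprt was 2.13-fold and Gusb 1.97-fold higher. Of 30 ribosomal protein genes, 6 were in the table and 2 reached a signal of 100, Rps3 and Rpl27, which differed by 0.09 and 0.04 with the sign changed under both scalings.

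Genes at least 4-fold higher in Venus High cells lay next to each other more often than random draws of genes. In the order of protein-coding genes of GRCm38.p6, 327 of them could be placed and formed 20 neighbouring pairs, among them Pgr with Trpc6, Foxa1 with Ttc6, Lifr with Egflam, and Psmb8 with Tap2. Random draws of as many genes, matched on mean expression, gave 10.3 pairs on average, and for chance placement 12 of 10000 draws reached 20, so chance is an unlikely source. For paralogs sharing probes, leaving out pairs with a shared family name, such as Krt4 with Krt79, left 16 pairs, which 224 of 10000 draws reached, so probes shared by paralogs may explain part of the pairs and not the rest. A shared regulatory region, or transcripts that run on into the next gene, stays open as a hypothesis, since neither was tested, and neighbours lower in Venus High cells are not analysed here. The pairs were counted with the main settings only and were not recounted under median centring, quantile normalization or another floor. Median centring lowers every log2 difference by 0.66. This takes Fmo1 (2.656 before centring), Cav2 (2.41), Krt78 (2.32), Eng (2.30, or 1.64 after it), Ak1 (2.26), Chac2 (2.11) and Rab27b (2.05) under 4-fold. The pairs Fmo1 with Fmo2, Cav2 with Cav1, Krt79 with Krt78, Ak1 with Eng, Chac2 with Stc2 and Ccdc68 with Rab27b are thus lost. Random draws were not repeated with centred values, so whether the remaining pairs exceed chance placement was not tested.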
